A study of Homo sapiens with 10 samples. Its data were reported in "Multidimensional OMICs reveal ARID1A orchestrated control of DNA damage, splicing, and cell cycle in normal‐like and malignant urothelial cells" (2025).

How the data were processed

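Chromatin accessibility was measured by Omni-ATAC-Seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in 10 single-cell clones of UROtsa, a human urothelial cell line that is normal-like and immortalized with the SV40 large T-antigen. A set of 5 clones had received CRISPR/Cas9 with a non-targeting guide and is called ARID1A WT, and 5 clones carried an ARID1A knockout and are called ARID1A KO. Each clone gave 1 library and counts as 1 replicate. Replicates carry the clone numbers of the sample labels: 1, 4, 6, 8 and 10 for ARID1A WT and 5, 13, 14, 29 and 31 for ARID1A KO. Per the labels, ARID1A KO replicate 14 was made with guide 2 and the other 4 ARID1A KO clones with guide 3. No batch or preparation date was given in the labels.

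The authors trimmed the paired-end reads with trimmomatic, aligned them to hg38 with bowtie2, and removed duplicate and mitochondrial reads. The 5′ ends were moved to the centre of the Tn5 site with deepTools, which is the shift this assay calls for. The authors then downsampled the libraries to one size with Picard and called peaks in each library separately with MACS2, without pooling replicates, and removed peaks in blacklisted parts of the genome. Removing duplicates bounds the count in narrow regions, and downsampling makes library sizes alike but keeps differences in the share of reads that fall in peaks.

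The deposited peak lists give, for each peak, the fold enrichment of the pileup over the local background of the same library as a ratio. They also give the −log10 of the p-value and of the q-value at the summit, as the authors' peak caller wrote them. The deposited lists further hold a display score made from the q-value, used here only to check the columns against each other, and the authors' summit position as a distance from the peak start (a value of other kind). The deposited count table holds unscaled whole-number counts of reads per consensus region, 1 column per library. How the authors built the consensus regions, and whether they counted reads before or after downsampling, is not stated in the labels or the study's methods.

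The count table held 123880 regions, each with the same start and end as one of the 171695 regions obtained here by merging the 10 peak lists. It is therefore used as a part of all peak regions. Of merged regions with a peak in at least 2 libraries, it held 94.7% on chromosome 1 but 65.4% on chromosome 5, 43.7% on chromosome 6, 33.6% on chromosome 7, 25.5% on chromosome 8, 16.5% on chromosome 9 and 10.3% on chromosome X. Counts of regions are therefore counts within this table. Results that need peaks alone used the complete lists. No column of another series was present (0 per-sample columns left out).

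Depth was checked in the files. The background rate implied by the fold enrichment and p-values of 4000 low-significance peaks per library was 2.41 reads per 200 bp window as a median and differed between libraries by a factor of at most 1.0002. The background rate and the counts at 23629 regions with a single summit in every library were combined into a relative depth, which differed by a factor of at most 1.07, below the limit of 1.1 set beforehand. One common library size of 10609713 reads, the mean column total, was therefore used for all libraries, so that counts are compared as reads per library at equal depth and CPM stands for counts scaled by that size in the usual way. Column totals ranged from 5906007 to 13460496 reads in regions. They measure how many reads fell in regions, and scaling by them would remove a difference in that share.

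Differential accessibility was tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), all 10 libraries in 1 fit, genotype as the only term. The design follows the study's methods: regions with a peak in fewer than 2 libraries were left out (18393 regions), as were regions with an average log2 CPM under -1.5 (0 regions), which left 105487 regions. Regions under 500 bp apart were joined into clusters of at most 5 kb, giving 96310 clusters. The region with the lowest p-value represented its cluster, with its p multiplied by the number of regions in the cluster, followed by Benjamini-Hochberg adjustment over clusters. Clusters with a false discovery rate (FDR) under 0.01 are said to be called. Log2 fold changes are ARID1A KO over ARID1A WT. SE is an approximate standard error, the absolute log2 fold change divided by the square root of the test's F statistic.

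Values per library were compared with exact permutation tests of the difference in means, two-sided, over all 252 assignments of 10 libraries to groups of 5. The smallest p-value these can give is 0.00794. Regions were annotated with GENCODE release 44 on hg38 in the order promoter (within 3 kb of a transcription start site), 5′ UTR, 3′ UTR, exon, intron and distal intergenic. Within each library, the median log2(CPM + 0.5) over promoters or introns minus that over distal intergenic regions was taken. Consensus peaks of a genotype were peaks found in at least 3 of its 5 libraries, and any overlap of at least 1 bp counted as shared. GC content and sequences came from the hg38 reference.

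Named regions followed a fixed rule: the 4 called clusters with the largest decrease and the 4 with the largest increase among those with a mean of at least 1 CPM and no overlap between the genotypes, the best region of each of 16 genes that the study names for accessibility, and all tested regions from 3 kb upstream of ARID1A to its end. The groups, tests, this rule and the alternatives were fixed before the data were examined, except where the closing section names a later choice.

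The fit was tested on simulated counts drawn from the real means, with 200 of 105487 regions changed. For depth scaling all simulated libraries had the same size, and for TMM they had the real column totals. Regions were drawn independently, so the depth simulation held no shift of a whole library and cannot show how depth scaling handles one. In the simulated comparison of ARID1A KO with ARID1A WT under depth scaling, 82 of 94 regions changed by 2 on the log2 scale were recovered, against 14 of 106 changed by 1, and 1 of 97 calls was false. With so few regions changed the adjustment is stricter than in the real comparison, so these shares do not carry over to it. Under TMM, 80 of 94 and 8 of 106 were recovered, with 0 false calls of 88. A simulated contrast within libraries with a true difference of -0.3 on the log2 scale was found as -0.32.

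Alternatives were scaling by TMM (trimmed mean of M-values, which sets most regions as unchanged), by column totals, by TMM on the 10% most abundant regions, by loess offsets against abundance, and by TMM with loess offsets against GC content (span 0.3). DESeq2 1.42.0 was run with depth scaling and with its own size factors. Further alternatives changed the filters, the joining of regions, the FDR, the peak threshold, the overlap, the promoter distance, the pseudocount and the summary over regions, or left out each library in turn. The added alternatives were an average log2 CPM of at least 2, the recovered relative depth as library size, and TMM with each library left out in turn. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the rest. Enhancer classes, gene set enrichment and the RNA data of the study were not analysed here.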

Results

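Omni-ATAC-Seq libraries of 10 UROtsa clones were compared, 5 of them ARID1A WT and 5 ARID1A KO. ARID1A is a subunit of the SWI/SNF chromatin remodeling complex, and the comparison asked how its loss changes the accessibility of chromatin in urothelial cells. At equal sequencing depth, the ARID1A WT libraries held from 11321585 (replicate 10) to 13460496 (replicate 6) reads in the regions of the count table. The ARID1A KO libraries held from 5906007 (replicate 29) to 10988901 (replicate 13).

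The first question was whether ARID1A KO clones have fewer accessible sites. The number of peaks was 128551, 125446, 136771, 123287 and 102730 in ARID1A WT replicates 1, 4, 6, 8 and 10, a mean of 123357 ± 12617 (SD, n = 5). In ARID1A KO replicates 5, 13, 14, 29 and 31 it was 91901, 98483, 64363, 63162 and 84158, a mean of 80413 ± 16029 (SD, n = 5). The mean was 34.8% lower in ARID1A KO, and 5 of 5 ARID1A KO libraries lay below every ARID1A WT library (exact permutation test, two-sided, p = 0.00794, the smallest these libraries can give; Benjamini-Hochberg adjusted p = 0.0132 over 5 tests on values per library). With only peaks of a fold enrichment of at least 5, the mean in ARID1A KO was 35.2% lower. Peaks covered 53.1 ± 4.89 Mb in ARID1A WT and 33.6 ± 7.43 Mb in ARID1A KO (SD, n = 5). Their mean width was 431 ± 8.39 bp and 416 ± 16.6 bp (SD, n = 5, exact permutation p = 0.0794, two-sided). The median fold enrichment of the authors' peaks was 7.10 ± 0.199 in ARID1A WT and 6.69 ± 0.450 in ARID1A KO, a difference within the spread between replicates (SD, n = 5, exact permutation p = 0.103, two-sided).

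Reads inside the regions differed in the same direction. Counted in mega-reads (M), ARID1A WT libraries held 12.5 ± 0.787 M reads and ARID1A KO libraries 8.74 ± 2.21 M (SD, n = 5), which is 29.9% lower, with 5 of 5 ARID1A KO libraries below every ARID1A WT library (exact permutation p = 0.00794, two-sided, adjusted p = 0.0132). The median log2(CPM + 0.5) of a library was 2.52 ± 0.15 in ARID1A WT and 1.80 ± 0.31 in ARID1A KO (SD, n = 5, exact permutation p = 0.00794, two-sided, adjusted p = 0.0132). The spread was wider in ARID1A KO, where replicates 14 and 29 held 6895368 and 5906007 reads and the other 3 libraries at least 9784397.

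**Figure D1:**
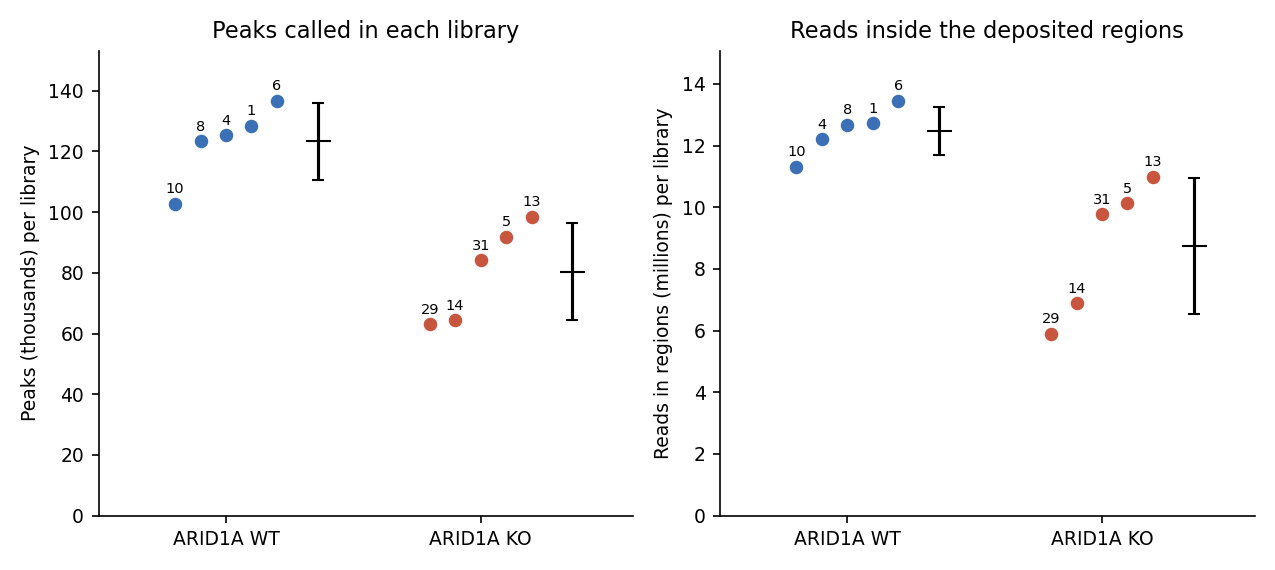
Peaks per library in units of 1000 (left axis) and M reads inside the regions of the count table (right axis) for each ARID1A WT and ARID1A KO library. Points are libraries with their replicate numbers, and bars give the mean ± SD of 5 libraries. Every ARID1A KO library lies below every ARID1A WT library in both measures, with at most 98483 peaks against at least 102730.

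The next question was which regions differ. The count table holds only part of the peak regions on chromosomes 5 to 9 and X, and all counts of clusters are counts within it. Under depth scaling, 29710 of 96310 clusters (30.8%) were called less accessible in ARID1A KO and 67 (0.0696%) more accessible, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an FDR under 0.01. At an unadjusted p under 0.05 the counts were 49666 and 434. The median log2 fold change of all tested regions was -0.66, 88.5% of regions had a negative value, and the median SE was 0.31. Called log2 fold changes ran from -4.86 to 2.73, with a median of -1.47 for decreases and 1.56 for increases. Of the decreases, 72.9% showed no overlap between the counts of the genotypes, as did 34.3% of the increases. Called clusters are selected for a difference between the genotypes, so these shares describe them and are no further test.

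These counts depended on the scaling. TMM moved the centre of all regions by 0.57 to a median log2 fold change of -0.08, and 10545 clusters were then called less and 5759 more accessible. Increases made up 35.3% of calls under TMM against 0.225% under depth scaling. All 10545 decreases under TMM were also called under depth scaling, and all 67 increases under depth scaling were also called under TMM. TMM with the correction for GC content gave 5847 decreases, the lowest number of the settings fixed beforehand, and 3778 increases, of which 5401 and 1856 were also called under TMM alone. DESeq2 with its own size factors gave 12005 decreases and 10734 increases, the highest number of increases in these settings. The number of increases under depth scaling also rested on single libraries: it was 28 without ARID1A KO replicate 31 and 109 without ARID1A WT replicate 4. Under TMM, with each library left out in turn, increases ran from 2362 (without ARID1A KO replicate 14) to 6642 (without ARID1A WT replicate 10) and decreases from 7196 (without ARID1A KO replicate 31) to 9325 (without ARID1A WT replicate 4).

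The decrease was not the same at all levels of accessibility. In the weakest decile of regions by average abundance the median log2 fold change was -0.90 under depth scaling and -0.31 under TMM. In the strongest decile it was -0.23 and 0.34, so that the sign there depended on the scaling. The share of regions called less accessible was 25.3% in the weakest decile, 38.7% in decile 6 and 12.5% in the strongest.

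**Figure D2:**
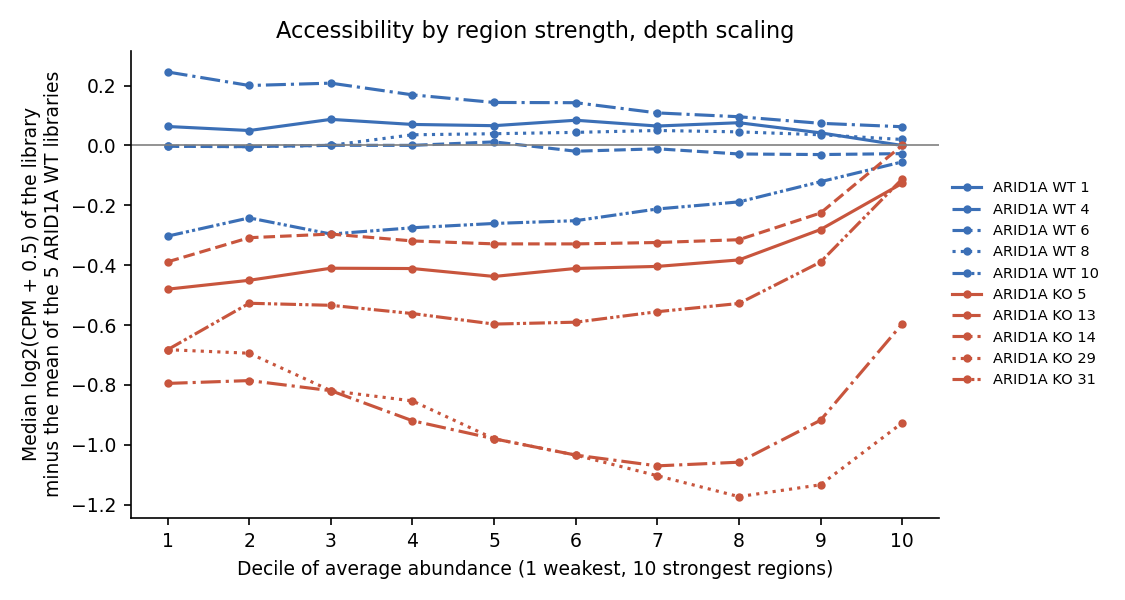
Median log2(CPM + 0.5) of each library minus the mean of the 5 ARID1A WT libraries (vertical axis, log2 units) for deciles of regions by average abundance (horizontal axis, 1 the weakest and 10 the strongest), under depth scaling. Each line is a library, blue for ARID1A WT and red for ARID1A KO. ARID1A KO lines lie below 0 in the weaker deciles. In decile 10 replicates 5, 13 and 31 approach the ARID1A WT lines, while replicates 14 and 29 stay lowest. Replicate 29 goes against the pattern and lies further below 0 in decile 10 (4.41 against an ARID1A WT mean of 5.34) than in decile 1 (0.33 against 1.01).

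The study compared the sizes of the 50 strongest changes in each direction. The median absolute log2 fold change of the 50 largest decreases was 3.86 and that of the 50 largest increases 1.79. Under TMM the values were 3.28 and 2.37, and under loess offsets against abundance 3.05 and 2.85. Decreases had the larger median in all these settings, by an amount that shrank when the centre was moved. The 50 were drawn from unequal numbers of calls, 29710 decreases and 67 increases under depth scaling. Under TMM these were 10545 and 5759, and under loess offsets 7910 and 4657. A larger number of calls gives larger extremes by itself, so neither the gap nor its shrinking can be read as a difference in size alone. Regions selected for their size were not tested against each other.

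Peak sets were compared between genotypes with the complete peak lists. ARID1A WT had 111956 consensus peaks and ARID1A KO 71599. Of the ARID1A WT peaks 43339 (38.7%) had no ARID1A KO consensus peak, and 2197 ARID1A KO peaks (3.07%) had no ARID1A WT consensus peak. When each library was reduced to the same number of its most significant peaks, the values were 12191 (20.1%) and 9178 (15.8%). Equal numbers of peaks make the consensus sets nearly equal in size (60565 and 58144), so that these counts come out similar by construction and say nothing on the imbalance.

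The study also compared classes of genomic position. It described a preference for introns and distal enhancers only among functionally enriched regions, and stated that changed regions at large did not show it. The shares here cover all tested clusters without enrichment, so they bear on the second statement and not on the first. Under depth scaling 19.5% of promoter clusters were called less accessible, against 37.0% in introns, 36.3% in distal intergenic positions, 34.2% in exons outside the untranslated regions, 31.6% in 3′ UTRs and 34.1% of 179 clusters in 5′ UTRs. Under TMM the shares were 6.49% for promoters, 13.2% for introns, 13.4% for distal intergenic positions, 12.3% for exons, 10.2% for 3′ UTRs and 11.3% for 5′ UTRs. Promoters had the lowest share of decreases under both scalings. Increases under TMM were concentrated at promoters, where 14.0% of clusters were called more accessible, against 1.71% in introns and 2.23% in distal intergenic positions. With each library left out in turn the promoter share ran from 5.60% (without ARID1A KO replicate 14) to 17.6% (without ARID1A WT replicate 10), above the shares of introns and distal intergenic positions in all 10 fits. Of all 5759 increases under TMM, 32.2% were also called after the correction for GC content. Regions are not independent replicates, and no test was run on these shares.

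**Figure D3:**
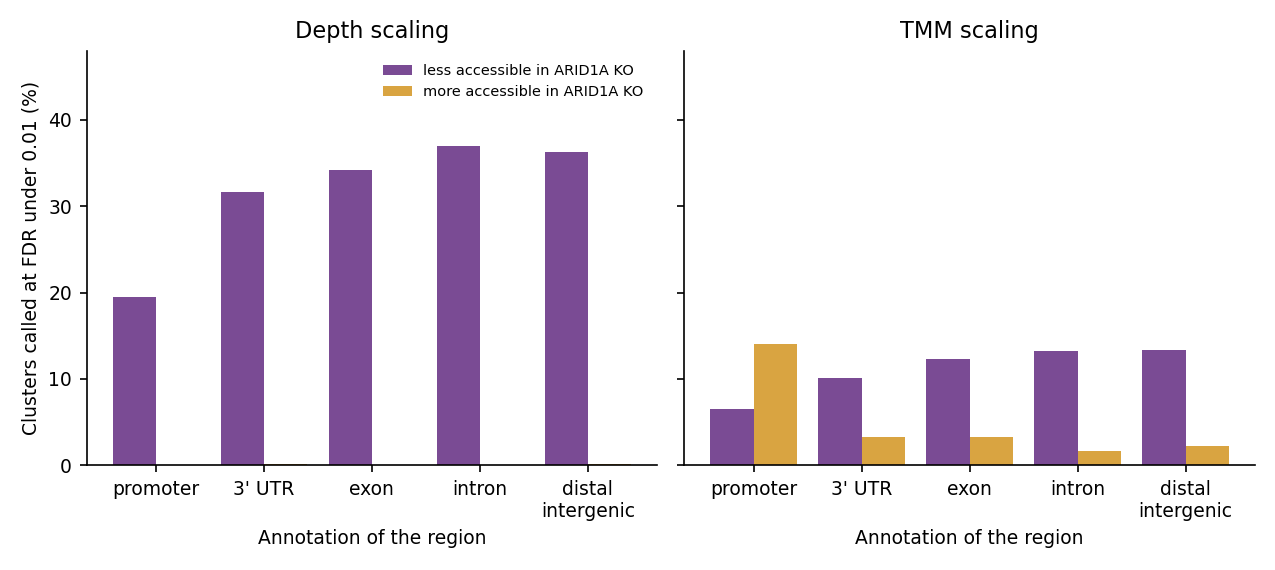
Share of clusters called less (purple) or more (yellow) accessible in ARID1A KO at an FDR under 0.01, in percent, by annotation, under depth scaling (left) and TMM (right). The 5′ UTR class is not drawn. Promoters have the lowest share of decreases in both panels, 19.5% and 6.49%, and the highest share of increases under TMM, 14.0%.

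A comparison within each library depends on the scaling between libraries only through the pseudocount. The median log2(CPM + 0.5) of promoters exceeded that of distal intergenic regions by 0.99 ± 0.09 in ARID1A WT and by 1.24 ± 0.11 in ARID1A KO (SD, n = 5). The difference of 0.25 was larger than the spread between replicates, with 4 of 5 ARID1A KO libraries above every ARID1A WT library (exact permutation p = 0.0159, two-sided, adjusted p = 0.0198). With a pseudocount of 0.1 CPM it was 0.32 (exact permutation p = 0.00794, two-sided). The difference of 0.25 fell to 0.07 after a loess correction for GC content (exact permutation p = 0.135, two-sided), so it did not hold once GC content was taken into account. Introns differed from distal intergenic regions by -0.05 ± 0.03 in ARID1A WT and -0.02 ± 0.02 in ARID1A KO (SD, n = 5). The genotypes were not distinguishable in this measure (exact permutation p = 0.143, two-sided, adjusted p = 0.143). The measure is coarse, since it was exactly 0 in ARID1A WT replicate 8 and in ARID1A KO replicates 14, 29 and 31. Taken as a mean over regions, the difference had the other sign, -0.0124 (exact permutation p = 0.444, two-sided).

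At the targeted gene itself, ARID1A (ENSG00000117713.21, hg38 chromosome 1 from 26693236 to 26782104, plus strand), 11 regions were tested from 3 kb upstream to the end of the gene. The edit truncates the protein and need not change accessibility, so the locus is described and does not serve as a check of the labels. Log2 fold changes ran from -1.76 to 0.11, and 2 regions were called less accessible. The first, at 26753747 to 26754584 and within 795 bp of an annotated ARID1A transcription start site, had 254.6 ± 55.2 reads in ARID1A WT and 75 ± 23.4 in ARID1A KO (SD, n = 5). Its log2 fold change was -1.76 (SE 0.26, FDR = 1.79e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second, at 26771338 to 26772158, had 344.2 ± 73.3 and 151.6 ± 74.1 reads (SD, n = 5), with a log2 fold change of -1.18 (SE 0.26, edgeR FDR = 0.000884). Under TMM the second was not called (log2 fold change -0.62, edgeR FDR = 0.0151), and ARID1A KO replicate 13 held 283 reads there against 106 to 130 in the other 4 ARID1A KO libraries. The promoter at 26692232 to 26693428, upstream and over the annotated start of the gene, had 459.4 ± 34.9 reads in ARID1A WT and 384 ± 99.7 in ARID1A KO (SD, n = 5), with a log2 fold change of -0.26 (SE 0.21, edgeR FDR = 0.329) that changed sign under TMM (0.31, edgeR FDR = 0.0255). Under DESeq2 with its own size factors this promoter was called more accessible (log2 fold change 0.36, FDR = 0.00528).

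The largest decreases reached nearly complete loss of reads. The region on chromosome 4 from 47217308 to 47217631, in an intron of GABRB1, had 26.8 ± 15.2 reads in ARID1A WT and 0.8 ± 0.837 in ARID1A KO (SD, n = 5). Its fitted log2 fold change of -4.86 (SE 0.63, FDR = 5.43e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) rests on few ARID1A KO reads and depends on the prior count of the fit. A distal intergenic region on chromosome 2 from 13474439 to 13475069, at 756201 bp from TRIB2, the nearest coding gene, had 161.6 ± 45.5 and 6 ± 3.08 reads (SD, n = 5), with a log2 fold change of -4.72 (SE 0.37, edgeR FDR = 1.27e-07). On chromosome 14 from 38171133 to 38171645, in an intron of the lncRNA gene ENSG00000259048 and 36259 bp from the start of SSTR1, there were 109.4 ± 49.7 and 4.2 ± 2.17 reads (SD, n = 5), with a log2 fold change of -4.66 (SE 0.41, edgeR FDR = 1.73e-07). The distal intergenic region on chromosome 3 from 80097631 to 80098172, at 329633 bp from the start of ROBO1, had 71 ± 32.0 and 2.8 ± 1.92 reads (SD, n = 5), with a log2 fold change of -4.60 (SE 0.47, edgeR FDR = 5.99e-07).

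The largest increases started from few reads in ARID1A WT, and all 4 lay in distal intergenic positions with no ARID1A WT peak. The region on chromosome 8 from 20191985 to 20192339, at 5042 bp from the start of ATP6V1B2, had 4.4 ± 2.79 reads in ARID1A WT and 29.8 ± 24.1 in ARID1A KO (SD, n = 5), with a log2 fold change of 2.73 (SE 0.50, FDR = 0.000157 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ARID1A KO replicate 31 held 72 reads there and the other 4 ARID1A KO libraries 11 to 24. On chromosome 13 from 112140278 to 112140667, with SOX1 as the nearest coding gene at 73129 bp, there were 4.6 ± 2.51 and 26 ± 11.1 reads (SD, n = 5), with a log2 fold change of 2.47 (SE 0.44, edgeR FDR = 0.000129). A region on chromosome 11 from 50088201 to 50088642, at 55327 bp from OR4C45, had 5.8 ± 5.45 and 31 ± 15.4 reads (SD, n = 5), with a log2 fold change of 2.39 (SE 0.49, edgeR FDR = 0.000430). A region on chromosome 8 from 81422426 to 81422904, at 24535 bp from PMP2, had 9.2 ± 6.61 and 48.8 ± 25.0 reads (SD, n = 5), with a log2 fold change of 2.39 (SE 0.45, edgeR FDR = 0.000221).

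**Figure D4:**
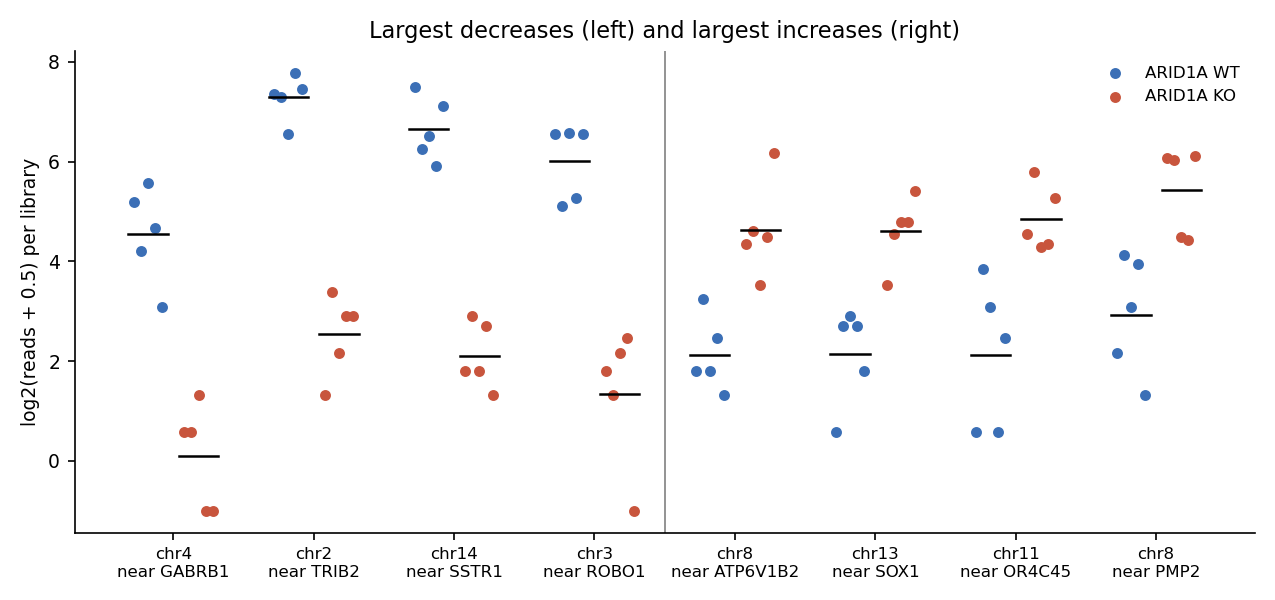
Reads per library at the 4 largest decreases (left) and the 4 largest increases (right), as log2(reads + 0.5), by chromosome and nearest coding gene. Points are libraries and lines are group means of the plotted values. The genotypes do not overlap at any of the 8 regions, and ARID1A KO replicate 31 is the highest point near ATP6V1B2 with 72 reads.

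The study named 16 genes for changes in accessibility, which it chose on these samples, so a count over them is not independent evidence. A region counted for a gene when it lay within it or had its transcription start site as the nearest coding one. Some of these regions are therefore far from the gene. The region with the lowest p-value of each gene was called for 16 of 16 genes over all clusters, and for 16 adjusted over the list alone, where the highest adjusted p was 0.000489 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Coding genes with as many regions would give 12.9 called genes, and 52.9% of 17039 coding genes with a region had a called best region. The best region was lower in ARID1A KO for 14 genes and higher for 2, SOX1 and ATP6V1B2.

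Among these genes, CDYL had its best region in an intron, on chromosome 6 from 4914680 to 4915275, with 220.2 ± 10.4 reads in ARID1A WT and 64.6 ± 19.97 in ARID1A KO (SD, n = 5) and a log2 fold change of -1.77 (SE 0.25, edgeR FDR = 1.99e-05). The best region of ROBO2 was also intronic, on chromosome 3 from 77033147 to 77033751, with 49 ± 23.96 and 4.6 ± 1.95 reads (SD, n = 5) and a log2 fold change of -3.38 (SE 0.41, edgeR FDR = 3.24e-06). For SHISA6 the best region was distal intergenic, on chromosome 17 from 11040064 to 11040502 and 200711 bp from the start of the gene. It had 62.2 ± 39.2 and 4.8 ± 3.56 reads (SD, n = 5), a log2 fold change of -3.66 (SE 0.51, edgeR FDR = 4.79e-06).

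The other 10 genes of the list had log2 fold changes from -2.94 (ADAM12) to -1.36 (CD47) at their best regions. For 4 genes that the study placed with interferon responses, the values were -1.36 for CD47, -2.39 for ISG20, -2.90 for JAK2 and -2.49 for VCAM1. Their best regions lay 47880 bp (CD47), 444 bp (ISG20), 50621 bp (JAK2) and 8097 bp (VCAM1) from the start of the gene. All called regions of these 4 genes were less accessible in ARID1A KO, namely 8 for CD47, 2 for ISG20, 4 for JAK2 and 5 for VCAM1, with 0 called more accessible. Under depth scaling 99.8% of all calls were decreases, so the direction of these regions says little about these genes. The best regions of the other genes changed by -1.78 (CDK1), -1.46 (CDC42), -2.27 (MGMT), -2.51 (ATXN1), -2.94 (ADAM12) and -1.95 (COL16A1). That of CDC42 lay 12433 bp from the start of CDC42, within another coding gene, ENSG00000289694. At CDC42 the call was lost under loess offsets against abundance (log2 fold change -0.71, edgeR FDR = 0.0248) and under TMM with the correction for GC content (-0.73, edgeR FDR = 0.0240). At VCAM1 it was lost at this region under the latter (-1.51, edgeR FDR = 0.0106).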

Values the study reported

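The study compared 113,656 sites between ARID1A-deficient and ARID1A-expressing UROtsa cells. It reported 53542 sites with lower accessibility after loss of ARID1A and 600 sites with higher accessibility. For a site at SHISA6 the log fold change was given as −3.6, and for the strongest gain, at ATP6V1B2, as 2.7.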

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

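Tests chosen only after the result was seen are the share of the way between genotypes in counts, for ARID1A KO replicate 13 and ARID1A WT replicate 10, the test of a wrong label on the log2 scale, the test of mixed cells at strong decreases with many reads, and the comparison of reads in regions for ARID1A WT replicate 10. The tests of 10 Mb windows were chosen before their values were seen. A library was singled out when its gap to the nearest library of its group, divided by the range of the group, exceeded 0.71. Of 76 groups of 5 libraries 4 met this, where chance gives about 1 in 20, or 3.8, so the number of such libraries is what chance would give. No batch was known for any library, and differences between clones of one genotype are a biological explanation that was not tested.

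At the ARID1A region on chromosome 1 from 26771338 to 26772158, ARID1A KO replicate 13 had 283 reads and the other 4 ARID1A KO libraries 106 to 130 (gap over range 0.864). This lies 0.729 of the way in counts from the other ARID1A KO libraries to ARID1A WT. Cells with intact ARID1A in the culture would bring the library toward ARID1A WT at all strong decreases. At the 50 largest decreases of the fit without this library it lay 0.0631 of the way in counts. At 1714 strong decreases with many reads it lay 0.139 of the way, the highest of the ARID1A KO libraries. Both values are far from the share that the region would need, which argues against such cells as the cause. At the 50 largest decreases the measure was first taken on the log2 scale, where it was 0.201, just above the limit of 0.2 set beforehand. The count scale was chosen after that, since mixed cells add up in counts. A higher copy number of this part of chromosome 1 would raise the 10 Mb window around it. That window differed from the other ARID1A KO libraries by -0.0116 on the log2 scale over 894 regions, against 1.25 at the region. This argues against a copy number change of the whole window, but a window of this size cannot speak to a short stretch. ARID1A KO replicate 13 also held the most reads of its group at 26772761 (105 against 34 to 58) and at 26753747 (111 against 46 to 77). At 26762838, which lies between these, it did not (6 against 6 to 9). A change of this clone at the region itself or over a short stretch around it, or chance, stays open. Without this library the region at 26771338 was still called (log2 fold change -1.53, edgeR FDR = 3.71e-05).

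At the largest increase, near ATP6V1B2, ARID1A KO replicate 31 had 72 reads and the other 4 ARID1A KO libraries 11 to 24 (gap over range 0.787). The 10 Mb window was 0.31 higher in this library than in the other ARID1A KO libraries over 191 regions, against 1.88 at the region (log2). Copy number of the whole window could account for the smaller part of the excess. It could not account for the region as a whole, since it acts on all regions of a window alike. Without this library the log2 fold change was 2.098 and the region was still called (edgeR FDR = 0.00129).

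At the best region of VCAM1, on chromosome 1 from 100711279 to 100711645, ARID1A WT replicate 8 had 24 reads and the other 4 ARID1A WT libraries 47 to 51 (gap over range 0.852). The 10 Mb window differed by -0.0919 over 281 regions, against -0.99 at the region (log2), which argues against a lower copy number of the whole window. The narrow range of the other 4 counts adds to the relative gap. Without this library the log2 fold change was -2.64 and the region was still called (edgeR FDR = 1.05e-05).

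ARID1A WT replicate 10 differed in the contrast between strong regions and all regions. Its top decile of abundance exceeded its median by 3.01 on the log2 scale, and the other 4 ARID1A WT libraries by 2.73 to 2.80 (gap over range 0.749), while ARID1A KO libraries ranged from 2.94 to 3.33. At the 50 largest decreases of the fit without this library it lay 0.523 of the way in counts from ARID1A KO to the other ARID1A WT libraries, next to 0.58 and 0.621 in ARID1A WT replicates 8 and 4, and 0.76 of the way on the log2 scale, on which the measure was first taken. A wrong label would put it at the level of ARID1A KO, where the libraries lay at most 0.201 of the way on the log2 scale, and 0.76 argues against that. Cells without ARID1A in this culture, as the whole cause of the contrast, would leave at most 0.507 of the cells intact, whichever ARID1A KO library they resembled. At 1434 decreases of at least 4-fold with at least 100 reads in the other ARID1A WT libraries it lay 0.766 of the way in counts, above ARID1A WT replicate 4 (0.665). Free of such cells the clone would then lie at 1.51 or more, beyond every other ARID1A WT library (at most 1.14), which argues against them as the whole cause. The 50 largest decreases alone did not decide this, and a smaller part of such cells stays open. A preparation effect that acts more on weak regions than on strong ones also stays open, since the library had the fewest reads in regions of its group, 11321585, which a real difference of the clone would give too. Without this library 32109 clusters were called less accessible, so the difference between genotypes does not rest on it.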

How the results depend on the processing

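The alternatives chosen only after the data were seen are an average log2 CPM of at least 2, the recovered relative depth as library size, and TMM with each library left out in turn. No paired analysis was possible because ARID1A WT and ARID1A KO clones share no replicate numbers. Settings that changed nothing by construction say nothing about stability: an average log2 CPM of at least 0 removed no region, and merging overlapping peaks left the lists as they were.

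The differences in peaks and in reads in regions kept their direction and an exact permutation p of at most 0.0159 (two-sided) in all settings tried. Over the 10 fits that each left out one library, the difference in peaks ran from -48100 to -38631. Among the other results, part of the changes below came with the scaling of the libraries, which sets where the centre of all regions lies, and the counts follow that centre by construction. Others came with the threshold, the filter, the summary over regions, the number of peaks or a library left out. Which scaling is right was not tested and cannot be read from these files.

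Clusters called less accessible, 29710 under depth scaling, numbered 10545 under TMM, 11849 under column totals, 7910 under loess offsets against abundance, 5847 under TMM with the GC correction and 12005 under DESeq2 with its own size factors. They numbered 49666 at an unadjusted p under 0.05 and 16860 at an average log2 CPM of at least 2, where fewer regions were tested. They numbered 20738 under TMM on the most abundant regions and 32537 under DESeq2 with depth scaling. Leaving out one library gave 20439 (without ARID1A KO replicate 29) to 32109 (without ARID1A WT replicate 10), and 22326 with guide 3 alone (without ARID1A KO replicate 14). Under TMM the range with each library left out was 7196 to 9325.

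Clusters called more accessible, 67 under depth scaling, numbered 5759 under TMM, 4717 under column totals, 516 under TMM on the most abundant regions, 4657 under loess offsets against abundance, 3778 under TMM with the GC correction and 10734 under DESeq2 with its own size factors. They numbered 219 at an FDR under 0.05, 434 at an unadjusted p under 0.05 and 16 at an average log2 CPM of at least 2. Leaving out one library gave 28 (without ARID1A KO replicate 31) to 109 (without ARID1A WT replicate 4), and under TMM 2362 (without ARID1A KO replicate 14) to 6642 (without ARID1A WT replicate 10). Increases made up 0.225% of calls under depth scaling, 35.3% under TMM, 28.5% under column totals, 37.1% under loess offsets, 39.3% with the GC correction and 47.2% under DESeq2 with its own size factors. The recovered relative depth gave 27294 decreases and 76 increases.

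The median log2 fold change of all regions, -0.66, was reversed to 0.00613 under loess offsets against abundance and 0.00336 under TMM with the GC correction, which centre the regions by construction. It ran from -0.76 to -0.56 when one library was left out.

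The median size of the 50 largest decreases, 3.86, was 3.28 under TMM, 3.33 under column totals, 3.05 under loess offsets, 2.97 with the GC correction and 3.24 under DESeq2 with its own size factors (3.75 to 4.10 with one library left out). That of the 50 largest increases, 1.79, was 2.37, 2.32, 2.85, 2.66 and 2.48 in these settings (1.58 to 2.05 with one library left out).

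The share of promoter clusters called less accessible, 19.5%, was 6.49% under TMM, 7.51% under column totals, 5.32% under loess offsets, 4.33% with the GC correction, 7.39% under DESeq2 with its own size factors, 30.2% at an FDR under 0.05 and 35.7% at an unadjusted p under 0.05. The distal intergenic share, 36.3%, was 13.4%, 14.8%, 9.78%, 7.25% and 15.3% in the same scalings and 58.4% at an unadjusted p under 0.05. It exceeded the promoter share in each of these settings. With one library left out the shares were 13.4% to 21.3% and 24.9% to 39.6%.

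The promoter against distal difference of 0.25 fell to 0.068 after the loess correction for GC content (exact permutation p = 0.135, two-sided). It ran from 0.22 to 0.29 with one library left out. The intron against distal difference, 0.03, was reversed to -0.0124 as a mean over regions and to -0.0289 in regions matched on mean abundance; the cause was not tested. It ran from 0.0209 to 0.0399 with one library left out. Without ARID1A WT replicate 8 its exact permutation p was 0.0476, so its side of the threshold rests on that library.

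Consensus peaks of ARID1A WT without one of ARID1A KO, 43339, numbered 12191 at equal numbers of peaks per library, which makes both sets nearly equal in size by construction, and those of ARID1A KO without one of ARID1A WT rose from 2197 to 9178. With one library left out they ran from 33525 to 53347 and from 945 (without ARID1A KO replicate 13) to 4032 (without ARID1A WT replicate 4). A peak in 3 libraries is then asked of 4 rather than 5, which makes the set of that genotype smaller whichever library is left out, so the direction of these changes is fixed by construction.

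At the ARID1A locus the number of called regions, 2, was 1 under TMM, under column totals and under TMM with the GC correction, 3 under DESeq2 with its own size factors, 5 at an FDR under 0.05 and 6 at an unadjusted p under 0.05 (2 to 3 with one library left out). Under DESeq2 with its own size factors 2 of the 3 were called in the other direction, more accessible, at 26692232 (log2 fold change 0.36, FDR = 0.00528) and 26697928 (0.46, FDR = 0.00280), and the region at 26771338 was not called (-0.58, FDR = 0.0136). None of the regions that changed sign was called under depth scaling. The region at 26692232 (log2 fold change -0.26) was reversed to 0.31 under TMM, 0.25 under column totals, 0.0361 under loess offsets, 0.23 with the GC correction and 0.36 under DESeq2 with its own size factors. The region at 26695391 (-0.25) was reversed to 0.32, 0.27, 0.0135 under TMM on the most abundant regions, 0.24 under loess offsets and 0.37 under DESeq2 with its own size factors. The region at 26697928 (-0.16) was reversed to 0.41, 0.353, 0.098 on the most abundant regions, 0.351, 0.364 and 0.46 in the order given for the settings above. The region at 26705719 (-0.70) was reversed to 0.14 with the GC correction, and that at 26744044 (-0.43) to 0.13, 0.0711, 0.28, 0.16 and 0.18 in the settings of the first region. The region at 26772761 (0.11) ran from -0.22 (without ARID1A KO replicate 13) to 0.41 (without ARID1A WT replicate 8) and was also negative without ARID1A WT replicate 10 (-0.09).

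All 8 regions with the largest changes kept their direction and call in every setting fixed beforehand; single regions were not followed in the added settings. Of 736 values for 32 named regions, 694 kept direction and call, 7 were weaker, 11 stronger and 24 reversed, all reversals at the ARID1A locus. Counted at the region of each gene with the lowest p-value in that setting, which can be another region than the one named, the list of 16 genes was called for 15 under loess offsets against abundance and with the GC correction, and for 16 in every other setting fixed beforehand.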

Other observations

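Tests chosen only after the result was seen are the contrast between the top decile and the median of all regions, the comparison of reads in regions and the count after loess offsets as tests of a preparation effect on weak regions, the promoter share of decreases after the GC correction and after loess offsets, the limit of 1000 calls for TMM, and the choice of chromosome segments. The other tests and the motif family were written down before their values were seen.

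Chance assignment of clones was tested first. Under depth scaling, 1 of 60 splits of the 10 libraries into groups of 5, drawn from 126, gave as many called clusters as the genotypes, namely the genotypes themselves, and no other split gave a call. Under TMM it was again 1 of 60, and the other splits gave at most 2 calls.

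The lower centre of all regions in ARID1A KO may come from the genotype or from library preparation, and these cannot be told apart for the centre itself. A lower share of reads in regions from library preparation alone would vanish after scaling on the regions, and under TMM the median log2 fold change was indeed -0.083, but the genotype would give the same. One factor for all regions is argued against: the top decile of abundance stood higher above the median in ARID1A KO by 0.37 (exact permutation p = 0.0159, two-sided, 4 of 5 ARID1A KO libraries above every ARID1A WT library). ARID1A KO replicate 29 went the other way, with 2.94 against 3.01 in ARID1A WT replicate 10. The regions come from peaks of these same libraries, more of them from ARID1A WT, and what that does to weak regions was not tested. A preparation effect that acts more on weak regions than on strong ones stays open, since 5 of 5 ARID1A KO libraries had fewer reads in regions than every ARID1A WT library. The nearest libraries were ARID1A KO replicate 13 with 10988901 reads and ARID1A WT replicate 10 with 11321585. With 1 library on each side this pair cannot separate the genotype from preparation. The reads themselves were not analysed here, so enrichment at start sites and fragment lengths were not compared.

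The regions called less accessible were tested against several technical explanations. One factor for all regions would leave few calls after TMM, and 10545 decreases remained, far above the limit of 1000 set after the count was seen, with the 50 largest at a median of 3.28 (log2). A preparation effect that follows the strength of regions would leave few calls after loess offsets against abundance, and 7910 decreases were called, 7795 of them also under depth scaling, with the 50 largest at a median of 3.05, which argues against it as the whole cause. It may still account for a part of the other calls. Bias from GC content as the whole cause would remove most calls that TMM leaves. Of these decreases 51.2% remained after the GC correction, only just above the limit of 50 set for this test, and 32.2% of the increases, so GC content may account for a large part of the calls of moderate size and for most of the increases under TMM. Regions absent from the count table are no likely cause: the share of clusters called less accessible differed by 0.125 percentage points between the 16 chromosomes held nearly in full and the 6 held in part. Chromosome 4, of which the table held 87.1%, was in neither class. Copy number differences between clones could account for few of the calls, since 97.7% of called clusters lay in 10 Mb windows whose median change was within 0.5 (log2) of all regions. Loss of ARID1A as the cause of the 4 largest decreases, which kept their call in every scaling fixed beforehand, is a hypothesis, since it was found and tested on the same data.

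The promoter against distal difference has a candidate explanation in GC content. It was no effect of abundance, since in regions matched on mean abundance the genotypes still differed by 0.27 (exact permutation p = 0.00794, two-sided). The slope of log2 CPM on GC content, per 10 percentage points, was higher in ARID1A KO by 0.21 within distal intergenic regions and by 0.19 within promoters (exact permutation p = 0.00794 for both, two-sided, 5 of 5 libraries above every ARID1A WT library) and by 0.15 within introns (p = 0.0159, exact permutation test). GC dependence within a class, where position does not differ, is what a bias between libraries needs, though a genotype effect on AT-rich elements would show the same slope. The lower share of decreases at promoters is another pattern. It was 48.5% of the distal intergenic share under TMM and still 59.7% of it after the GC correction, which argues against GC content as its whole cause. A smaller fall of stronger regions whatever their class is argued against in the same way, since the share was 53.8% of the distal share under depth scaling and 54.4% after loess offsets against abundance. What does lower it stays open.

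A family of 6 motifs was tested in distal intergenic regions, each as the difference between regions with and without the sequence in every library, matched on GC content and mean count. Regions with the CTCF sequence fell less in ARID1A KO, by a difference of 0.53 (log2, exact permutation p = 0.00794, two-sided, adjusted p = 0.0159, 5 of 5 libraries). Of these, 2.20% were called less accessible, against 37.8% of distal regions without it. The matched sets still differed by 0.933 percentage points of GC. Regions with the AP-1 sequence (FOS/JUN factors) fell more, by a difference of -0.15 (p = 0.0159, exact permutation test, adjusted p = 0.0238, 4 of 5 libraries below every ARID1A WT library). The control sequence gave -0.02 (permutation p = 0.151), ETS 0.15 (permutation p = 0.00794, in 105 regions), NF-Y -0.04 (permutation p = 0.00794) and TEAD -0.06 (permutation p = 0.0873). The short NF-Y sequence occurs in 48.1% of distal regions, so a small separation of genotypes can arise without a bound factor, and the AP-1 difference is of moderate size next to it. The CTCF difference is the larger one, and a hypothesis is that CTCF sites keep their accessibility without ARID1A. A preparation effect on weak regions was matched out only as far as mean count describes it.

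Some clones differ from the others over long segments. The first 30 Mb of chromosome 10 were lower in ARID1A WT replicate 1 (-0.60, log2 against the mean of all libraries) and in ARID1A KO replicate 5 (-0.55), the first 40 Mb of chromosome 12 were higher in ARID1A WT replicate 8 (0.33), chromosome 20 was higher in ARID1A WT replicates 6 (0.39) and 10 (0.33), and chromosome 2 from 150 to 250 Mb was lower in ARID1A KO replicate 31 (-0.36). Copy number differences between clones would shift promoters and distal regions alike. In 6 of 6 segments, which were chosen for their shift, both classes moved by amounts within 0.2 of each other, so copy number is a candidate explanation. The clones concerned belong to both genotypes, and single regions in these segments carry that offset.

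The 67 increases under depth scaling lay on 20 chromosomes, and 36 of them had no peak in any ARID1A WT library. Their median GC content was 45.2%, against 46.0% for all tested regions.

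The number of clusters called less accessible here was 29710. That is lower than the value quoted from the study above. The number called more accessible here was 67. That is lower than the value quoted from the study above. At an unadjusted p under 0.05 the counts were 49666 and 434, at an FDR under 0.05 they were 43474 and 219, and under DESeq2 with depth scaling 32537 and 81. The study's methods name an FDR under 0.01 and a figure legend a p under 0.05, so the threshold may account for much of the gap. The count table was held in part for 6 chromosomes, and the study's peak joining may differ in ways the methods leave open. For CD47, ISG20, JAK2 and VCAM1, which the study's text associates with less dense chromatin, all called regions were less accessible here. Decreases made up 99.8% of all calls under depth scaling, so this direction alone says little about these genes. Their best regions, chosen under depth scaling, were also lower under TMM, with log2 fold changes of -0.82, -1.85, -2.35 and -1.89 in this order.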
